A study of Danio rerio with 4 samples. Its data were reported in "Analysis of zebrafish periderm enhancers facilitates identification of a regulatory variant near human KRT8/18" (2020).

How the data were processed

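Nucleosome-free regions (NFRs) were profiled by ATAC-seq, which uses the Tn5 transposase to cut and tag open chromatin, in cells sorted from zebrafish embryos that carry a GFP transgene driven by the krt4 promoter. The embryos were at the 4-somite stage. There were 2 libraries from GFP-positive cells (the periderm, the outermost epithelial layer) and 2 libraries from GFP-negative cells (the rest of the embryo), numbered 1 and 2 in each group. The groups and the replicate numbers were taken from the labels.

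The authors trimmed the reads, mapped them to the danRer7 (Zv9) genome with Bowtie, removed PCR duplicates, kept short fragments as nucleosome-free, and called peaks in each library separately with MACS without a local background. The lists were not merged between replicates. Each deposited list holds the chromosome, start, end and 1 value per peak for chromosomes 1 to 25. The deposited value column has no name. It was read as a ratio that the authors obtained from the peak caller, the fold enrichment of the peak over the background of its own library. It was used to rank and filter peaks within each list. Where 1 fold minimum was applied to several lists, or shares of peaks over a minimum were set side by side, the values had not been scaled between libraries. All values in all 4 lists were whole multiples of 1 step per list, within a tolerance of 0.02 steps. This was taken as the form MACS gives a pileup over a constant background, with 1 added to each before division. The reading rests on this form. From the step, the genome size of 1400000000 bp and the tag extension of 54 bp that the authors gave to the peak caller, an implied number of tags was computed for each library. No read counts were used here, so no interval from counting error can be given and a region without a peak is one that was not called, which is not a region without signal.

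Positions were read as zero-based and are given here counted from 1. Peaks of different lists that overlapped by at least 1 bp were merged into regions. A consensus NFR of a group is a region shared by its 2 lists when those were merged alone. A GFP-positive-only region held peaks of both GFP-positive lists and none of either GFP-negative list, and GFP-negative-only regions were defined in the reverse way. These counts were set beside the same counts for the other ways to split the 4 libraries into 2 pairs. There are 3 such splits, so the smallest p of an exact enumeration is 0.333. The authors used DiffBind with edgeR on reads in peaks for their differential test, and that test cannot be run on peak lists. Overlap of 2 lists was measured as the Jaccard index, the shared regions as a percent of all regions of the pair, and set against 200 random circular shifts of the second list along each chromosome. Within each list, the rank AUC gives the probability that a group-only peak has a higher fold than a peak of a region called in all 4 lists. Local clustering is the share of group-only regions with another region of the same class within 10 kb, against 1000 draws of as many regions from those called in at least 2 lists (one-sided). For a class that rests on 1 list, when a library is left out, the draws came from all regions.

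Regions named in the text follow a rule set before the data were examined: the peaks at 5 element intervals that the study places around cldne, the 3 regions of each group-only class with the highest lower percentile of fold within the 2 calling lists, and the fixed 100 kb tile with the most regions of each class. No genome or annotation of the danRer7 build was used here, so regions carry no gene annotation and sequence motifs were not analysed here.

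Alternatives set before the data were examined were the upper 50% of each list by fold, equal numbers of the strongest peaks, an overlap of 50% of the shorter interval, a fixed width of 200 bp, chromosomes 1 to 25 alone, other definitions of absence, a replicate block, each library left out in turn, and other distances and backgrounds for clustering. Common fold minima, the 50000 strongest peaks of each list, joining of peaks within 100 bp in a list, and leaving out each library for the cldne elements, and the rank AUC for the other splits, were added after the data were seen. The steps were tested on simulated lists with 200 regions of each class put in at 113967 positions, of which 200 GFP-positive-only and 200 GFP-negative-only regions were found. In that simulation the peaks of a region were shifted but still overlapped, and no call was missed. The recovery thus checks the computation only, and says nothing about missed calls or lists of unequal length. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.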

Results

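To compare open chromatin in periderm and in the remaining cells of the embryo, ATAC-seq peaks from nucleosome-free fragments were available for 2 GFP-positive and 2 GFP-negative libraries of sorted cells at the 4-somite stage. The lists held 336052 and 190059 peaks in GFP-positive replicates 1 and 2, and 455867 and 333588 peaks in GFP-negative replicates 1 and 2. The group means were 263056 ± 103233 peaks (SD, n = 2) for GFP-positive and 394728 ± 86464 peaks (SD, n = 2) for GFP-negative cells. The spread within the GFP-positive group was thus close in size to the difference between the groups, and a design with 2 libraries per group cannot reach a p under 0.333 over the 3 splits into pairs. The depth implied by the step of the fold values was 24915271 and 29455700 tags in GFP-positive replicates 1 and 2, and 42446899 and 37589491 tags in GFP-negative replicates 1 and 2, computed values that rest on the settings of the peak caller and on reading the unnamed value column as fold enrichment. The implied depth was higher in both GFP-negative libraries, and as no reads were used here, the groups were not compared at matched depth. Median peak width was 92, 99, 91 and 88 bp in the same order, and the peaks covered 41.6, 24.8, 58.6 and 41.7 Mb of the genome.

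The concordance of the peak lists was measured first. GFP-positive replicates 1 and 2 shared 141618 regions, which were the consensus NFRs of GFP-positive cells and gave a Jaccard index of 37.5%. GFP-negative replicates 1 and 2 shared 198778 consensus NFRs, with a Jaccard index of 34.6%. Random shifts gave on average 11455 shared regions for the GFP-positive pair and 26608 for the GFP-negative pair. In each of the 6 pairs of lists, all 200 shifts gave fewer shared regions than observed (permutation p = 0.005 for each pair, one-sided, the smallest that 200 shifts can give). The mean Jaccard index was 36.0% for lists of the same group, 33.7% for lists with the same replicate number and 31.9% for the crossed pairs. The pairing by group thus ranked highest of the 3, which is the smallest one-sided p the exact enumeration allows (0.333). Single pairs from different groups ranged from 27.7% for GFP-positive replicate 2 with GFP-negative replicate 1 to 36.1% for GFP-positive replicate 1 with GFP-negative replicate 2, which was above the GFP-negative pair. Unequal list lengths limit the index, so it does not rank single pairs by concordance alone. Of the peaks of GFP-positive replicate 2, 76.6% overlapped GFP-positive replicate 1. The shares were 76.5% and 71.0% for GFP-negative replicates 1 and 2. With equal numbers of peaks, the mean index was 47.7% by group, 43.1% by replicate number and 43.2% crossed. The alternative that moved this comparison most was a fold minimum of 20 in each list, chosen after seeing the data, under which the lead of the pairing by group rose from 2.35 to 13.6 percentage points.

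All peaks merged into 694637 regions. Of these, 408032 (58.7%) were called in 1 list and 110754 (15.9%) in all 4 lists. Among the peaks of GFP-negative replicate 1, the longest list, the regions called in no other list numbered 198291. In GFP-positive replicate 2, the shortest list, they numbered 22019. The median width was 62 bp for regions called in 1 list and 235 bp for regions called in all 4 lists. A region spans all peaks merged into it, so this difference follows in part from the merging. With the 50000 strongest peaks of each list, a setting chosen after seeing the data, the share of regions called in all lists rose to 41.1%.

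Regions called in both lists of 1 group and in neither list of the other were then counted, to ask which NFRs set the sorted populations apart. There were 10906 GFP-positive-only regions (1.57% of all regions) and 39772 GFP-negative-only regions (5.73%), a log2 ratio of -1.87. The same counts were made for the other splits of the libraries. Regions called in both replicate 1 libraries and in neither replicate 2 library numbered 33017, over 3 times the GFP-positive-only count, and the reverse gave 3519. The crossed split gave 15783 and 7134 regions. Summed over both directions, the split by GFP gave 50678 regions, the split by replicate number 36536 and the crossed split 22917. The GFP-positive-only count was above 2 and below 2 of the 4 counts from the other splits, and the GFP-negative-only count was the largest of the 6.

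With equal numbers of the strongest peaks, 190059 from each list, the order changed. There were 15373 GFP-positive-only and 14019 GFP-negative-only regions, a log2 ratio of 0.13. The log2 ratios of the other splits also moved towards 0, from 3.23 to 0.33 by replicate number and from 1.15 to 0.11 crossed. The splits by replicate number and crossed then gave between 5965 and 7519 regions per direction. In sum, the split by GFP gave 29392 regions against 13484 and 13611 for the other splits. Both group-only counts were thus above all 4 counts from the other splits at equal list lengths, with 0.333 as the smallest p that 3 splits allow. The direction of the log2 ratio also changed when GFP-positive replicate 2 was left out, to 1.13. The GFP-positive-only class then rests on 1 list, which raises its count by construction, so that change decides nothing. The ratio stayed negative without GFP-positive replicate 1 (-1.22) and without GFP-negative replicates 1 (-2.61) and 2 (-3.83), where 1 group also rests on 1 list.

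**Figure D1:**
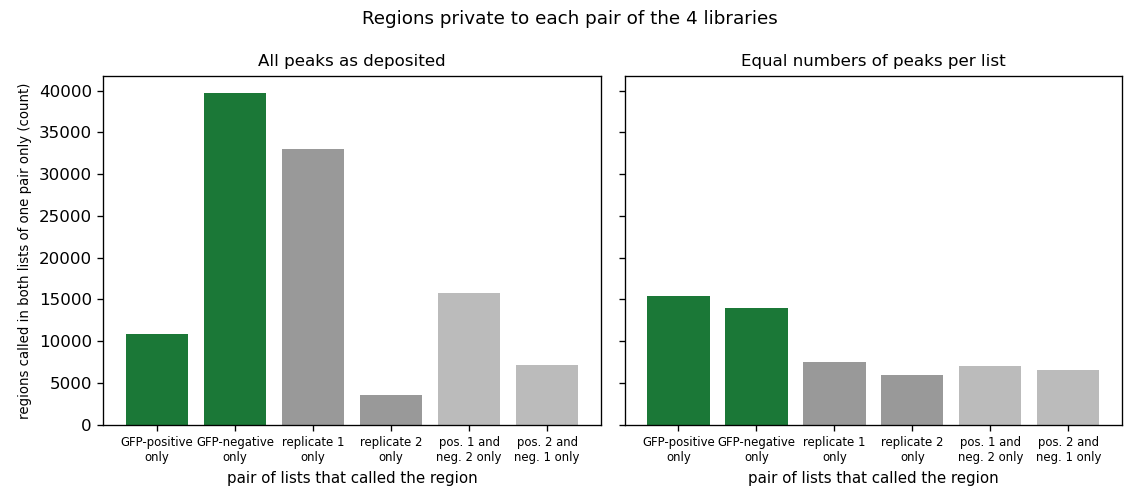
Bars give the number of regions called in both lists of a pair and in neither list of the other pair (vertical axis, count), for the split by GFP (green) and the other 2 splits (grey), with all peaks on the left and 190059 peaks per list on the right. With all peaks the replicate 1 bar (33017) exceeds the GFP-positive bar (10906), and with equal numbers both green bars (15373 and 14019) exceed every grey bar.

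The fold enrichment, a value of the authors for each peak, was used to rank group-only peaks within their own list. The rank AUC of group-only peaks against peaks of regions called in all 4 lists was 0.231 ± 0.020 (SD, n = 2) in GFP-positive and 0.139 ± 0.013 (SD, n = 2) in GFP-negative lists. Peaks of regions missed in 2 lists are selected against those of regions called in all 4, so low values follow in part from the definition. Regions private to the pairs of the other splits gave mean values from 0.113 to 0.149, a baseline added after seeing the data. The GFP-negative mean lay within that range and the GFP-positive mean above it, but the range mixes different lists. Within its own list, GFP-negative replicate 1 had 0.129 against 0.104 and 0.108 for the other splits. GFP-negative replicate 2 had 0.148 against 0.134 and 0.127. GFP-positive replicate 1 had 0.216 against 0.121 and 0.126, and replicate 2 had 0.245 against 0.165 and 0.160. Group-only peaks thus ranked above those of the other splits in each list, by less in the GFP-negative lists. Against all other peaks of the list the mean AUC of group-only peaks rose to 0.423 and 0.415. The median percentile of GFP-positive-only peaks was 57.1 and 35.3 in replicates 1 and 2, against 81.3 and 66.6 for peaks of regions in all lists. For GFP-negative-only peaks it was 52.7 and 39.6, against 86.8 and 80.4. Of the strongest 10% of each list, GFP-positive-only peaks made up 0.387% and 0.0924%, and GFP-negative-only peaks 0.253% and 0.0658%. These shares are low in part by definition, since a peak of any strength in the other group removes a region. With the 50000 strongest peaks of each list, a setting chosen after seeing the data, absence is judged on strong peaks alone. Then 6.27% of regions were GFP-positive-only and 7.05% GFP-negative-only. The highest fold of any GFP-positive-only peak was 26.0 and of any GFP-negative-only peak 26.9.

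Peaks at 5 elements around cldne were examined on chromosome 15 of danRer7. The study picked these elements among the NFRs it had called GFP-positive in the same libraries, so their peaks illustrate that selection and do not test it independently. All 5 elements held a peak in both GFP-positive lists, and 4 held none in either GFP-negative list. Peaks outside the intervals were not counted, and some GFP-negative peaks lay close by. Beside the element at the transcription start site, replicate 1 had a peak at 2631546 to 2631607 (fold 3.03) and replicate 2 at 2631817 to 2631870 (fold 5.31). Beside the -11 kb element, GFP-negative replicate 1 had a peak at 2643505 to 2643557 (fold 3.03). The +6 kb element had peaks at 2625544 to 2625833 (fold 12.7, percentile 87.6) in GFP-positive replicate 1 and at 2625573 to 2625842 (fold 9.83, percentile 75.4) in replicate 2. At the +3 kb element the peaks lay at 2629129 to 2629348 (fold 12.2) and 2629239 to 2629365 (fold 7.02). At the transcription start site the strongest peaks lay at 2632016 to 2632367 (fold 11.7) and 2632105 to 2632400 (fold 16.9), and at the -8 kb element at 2640069 to 2640259 (fold 10.2) and 2640035 to 2640313 (fold 15.0). The -11 kb element had its strongest peaks at 2643728 to 2644125 (fold 11.7) and 2643855 to 2644127 (fold 19.2), and GFP-negative replicate 1 also had a peak there, at 2643790 to 2643958, with a fold of 3.41 at percentile 18.6 of its list. That peak was the only one of the GFP-negative lists in the 5 elements, so leaving out its list, or the lower 50% of each list, removes it by construction.

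**Figure D2:**
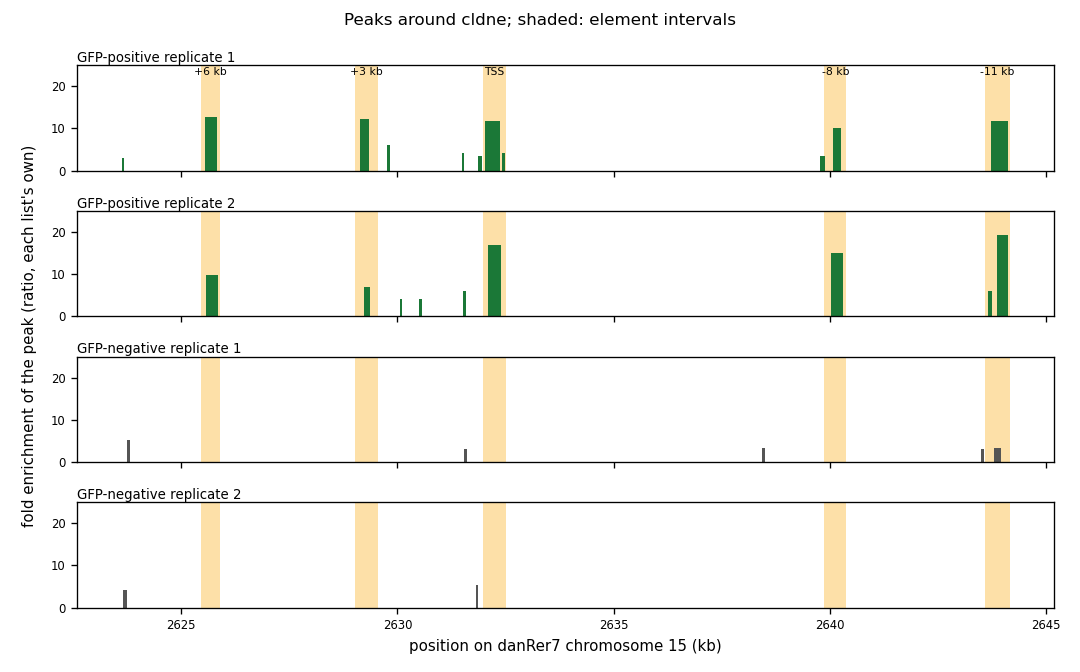
Peaks of the 4 lists (rows) around cldne are drawn to scale along chromosome 15 of danRer7 (horizontal axis, kb), with bar height as the fold enrichment in the peak's own list (vertical axis, ratio) and the 5 element intervals shaded. Both GFP-positive lists have peaks in each shaded interval, and the GFP-negative lists have 1, in the -11 kb element of replicate 1 (fold 3.41).

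The strongest group-only regions by the preset rule were all on the listed chromosomes and had no gene annotation here. The GFP-positive-only regions were chromosome 11 from 19316630 to 19316918 (fold 22.4 and 24.8 in replicates 1 and 2), chromosome 16 from 46195689 to 46195889 (fold 20.9 and 25.7) and chromosome 8 from 33334822 to 33335223 (fold 26.0 and 22.9). The GFP-negative-only regions were chromosome 11 from 3462883 to 3463000 (fold 19.7 and 26.9), chromosome 3 from 26905574 to 26906212 (fold 19.3 and 21.2) and chromosome 23 from 4430339 to 4430738 (fold 15.2 and 20.8). The 100 kb tile with the most GFP-positive-only regions was chromosome 19 from 22800001 to 22900000, with 9 of its 45 regions against a mean of 0.803 per tile. The tile with the most GFP-negative-only regions was chromosome 12 from 15400001 to 15500000, with 26 of its 157 regions against a mean of 2.93 per tile.

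Whether group-only regions lie together was measured within 10 kb. Of the GFP-positive-only regions, 23.1% had another within that distance, against 19.3% ± 0.482 (SD of 1000 draws). Of the GFP-negative-only regions, 52.8% did, against 51.4% ± 0.290 (SD of 1000 draws). No draw reached the observed share in either class (permutation p = 0.001, one-sided, the smallest that 1000 draws can give). Regions are the units of this test, so it describes these lists and not replicate embryos. The excess of 3.77 percentage points for GFP-positive-only regions fell to 0.0340 without GFP-negative replicate 1 (permutation p = 0.4985) and to 0.160 without GFP-positive replicate 1 (permutation p = 0.3157), and was -0.434 without GFP-positive replicate 2. The excess of 1.43 points for GFP-negative-only regions was -0.0702 at 50 kb and -0.324 without GFP-positive replicate 1. It was -0.0648 and -0.0837 without GFP-negative replicates 1 and 2, where 87.6% and 96.3% of the regions had a neighbour and the measure left little room for an excess. With draws from all regions the excess rose to 5.75 points for GFP-positive-only and 4.31 points for GFP-negative-only regions.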

Values the study reported

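The study reported that the density of mapped reads differed between the sorted populations at about 5% of elements, with 12865 peaks enriched in GFP-positive cells and 13947 peaks enriched in GFP-negative cells. It called an element enriched at a log2 fold change above 0.5 in either direction and a false discovery rate under 0.01.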

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

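Fold minima, the 50000 strongest peaks, joining of peaks within 100 bp and leaving out a library at the cldne elements were chosen after the data were seen; the other alternatives were set before the data were examined.

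The pairing by group kept the highest mean Jaccard index under all 11 alternatives. The count of GFP-positive-only cldne elements was 4 or 5 under all 6 of its alternatives, for elements that the study had picked from the same libraries. The value of 5 came from settings that remove the 1 GFP-negative peak by construction. An overlap of 50% of the shorter interval, a fixed width of 200 bp, joining within 100 bp and a fold minimum equal to the highest of the lists' own minima left all region counts within 1.5 times. Using chromosomes 1 to 25 alone moved nothing, since the lists hold no others, and says nothing about stability.

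With the upper 50% of each list there were 81990 GFP-positive and 120135 GFP-negative consensus NFRs, 5212 GFP-positive-only and 22742 GFP-negative-only regions, and 67313 regions in all 4 lists, as fewer peaks entered. Equal numbers of peaks gave 120508 GFP-negative consensus NFRs, 14019 GFP-negative-only regions, a log2 ratio of 0.13 and 24.8% of regions in all lists. A fold minimum of 5 gave 114402, 12940, 0.0403 and 24.9% for the same measures. A minimum of 10 gave 40853 GFP-positive and 49121 GFP-negative consensus NFRs, 3760 GFP-positive-only and 7215 GFP-negative-only regions, a log2 ratio of -0.94, and 32775 regions (38.2%) in all lists. A minimum of 20 gave 14055, 20715, 713, 4578, -2.68, 12325 and 39.6% in the same order, and the 50000 strongest peaks gave 38962, 40656, 4544, 5112, -0.17, 29789 and 41.1%. The log2 ratio was closest to 0 at the fold minimum of 5 and where the lists held equal numbers of peaks.

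By the definition of absence, group-only counts were 28386 GFP-positive and 88012 GFP-negative when 1 of the other lists was allowed a peak, 2412 and 8351 when presence was judged on the upper 50%, and 6590 and 24357 when 500 bp flanks had to be free of peaks. The rank AUC of group-only peaks was 0.266 and 0.201 by peak width and 0.423 and 0.415 against all other peaks, for GFP-positive and GFP-negative lists. At 50 kb the clustering excess was 2.02 points for GFP-positive-only regions and -0.0702 for GFP-negative-only regions, of which 93.8% had a neighbour. With draws from all regions it was 5.75 and 4.31 points.

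Leaving out each library in turn raises group-only counts by construction, since 1 group is then judged on 1 list. For that group all peaks of the remaining list were counted as consensus NFRs, so the upper ends of the consensus ranges, 336052 and 455867, are list lengths and not shared regions. The ranges were 141618 to 336052 GFP-positive and 198778 to 455867 GFP-negative consensus NFRs, 16920 to 105957 GFP-positive-only and 48328 to 240700 GFP-negative-only regions, -3.83 to 1.13 for the log2 ratio, 117849 to 150587 regions (19.7% to 23.1%) in all remaining lists, 0.159 to 0.256 and 0.100 to 0.212 for the AUC, and -0.434 to 1.09 and -0.324 to 0.637 points for the clustering excess of GFP-positive-only and GFP-negative-only regions. The highest GFP-positive-only count (105957) and the change of sign to 1.13 came without GFP-positive replicate 2, and the highest GFP-negative-only count (240700) without GFP-negative replicate 2. Without GFP-positive replicate 1 the GFP-positive-only and GFP-negative-only counts were 34087 and 79469, and without GFP-negative replicate 1 they were 22807 and 139680. Clustering decides little where most regions have a neighbour, as 80.2% of GFP-positive-only regions did without GFP-positive replicate 2, and 87.6% and 96.3% of GFP-negative-only regions did without GFP-negative replicates 1 and 2. Without GFP-positive replicate 1 the share was 44.3% for GFP-positive-only regions against 44.1% in the draws, an excess of 0.160 points that was not past the threshold. The cause of that change, and of those for the other libraries left out, was not tested.

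The replicate numbers were not shown to pair the libraries, since the labels give only a number and there are 2 pairs. Over regions, the difference in presence between replicates 1 and 2 of GFP-positive cells had a correlation of -0.0508 with that of GFP-negative cells, and the value this would take without pairing was not determined. A replicate block, in which a region must be called in the one group and not in the other within both same-numbered pairs, selects the same regions by construction and gave 10906 and 39772. Sequence motifs were not run, as no genome of the build was used here. The implied depth differed between the groups, and with no read counts used here its effect on calls of absence could not be measured.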

Other observations

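The tests of list length, of the calling threshold, of the strongest peaks and of the spread of fold were chosen, or given their final form, after the results they bear on were seen; those of split peaks and of equal numbers at a fold minimum of 20 were fixed before.

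GFP-negative-only regions outnumbered GFP-positive-only regions (39772 against 10906), and regions private to the replicate 1 libraries (33017) outnumbered GFP-positive-only regions as well. A candidate explanation for both is the unequal length of the lists. For the count of the replicate 1 libraries, equal numbers of peaks gave 7519 regions, below the 15373 GFP-positive-only regions, so list length may account for that order. For the excess of GFP-negative-only regions the same setting decides nothing. The log2 ratio went from -1.87 to 0.13, but those of the split by replicate number and the crossed split also went from 3.23 to 0.33 and from 1.15 to 0.11, so equal lengths draw the ratio of any split towards 0 and would remove a true excess as well. A larger or more mixed set of open regions in GFP-negative cells, which hold many cell types, stays open and untested, because both GFP-negative libraries were also deeper.

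The log2 ratio changed sign with the fold minimum, from 0.0403 at 5 to -2.68 at 20. With 15833 of the strongest peaks from each list there were 1395 GFP-positive-only and 1776 GFP-negative-only regions, a log2 ratio of -0.35, but equal lengths draw this ratio towards 0 whatever the cause, so unequal numbers of peaks stay open as an explanation. A difference in the spread of fold between the groups stays open as well. The share of peaks at a fold of 20 or more was 7.21% ± 1.58 (SD, n = 2) in GFP-positive and 6.44% ± 1.58 (SD, n = 2) in GFP-negative lists, a difference of -0.770 points that is smaller than the spread between replicates. The share at a fold of 5 or more was 69.1% ± 9.15 (SD, n = 2) and 45.5% ± 8.83 (SD, n = 2), a difference larger than that spread, with both GFP-positive lists above both GFP-negative lists. The larger share that the explanation needed in GFP-negative lists at a fold of 20 was not seen, but the lists did not keep similar shares at each minimum either.

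GFP-positive replicate 2 had the shortest list, 43.4% shorter than that of replicate 1, although its implied depth was higher (29455700 against 24915271 tags). A higher calling threshold is argued against, since 330489 peaks (98.3%) of replicate 1 lay at or over the smallest fold of replicate 2 (3.28). Loss of tags to a few regions is argued against as well, as the 100 strongest peaks of replicate 2 can hold at most 7.58% of its implied tags, against 7.75% in replicate 1. More background tags, or tags outside the listed chromosomes, stay open and were not tested. No biological explanation was tested, as both libraries are of 1 group.

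Group-only regions lay closer together than drawn regions. Splitting of single open stretches into several peaks is argued against as the whole cause, since after joining regions closer than 1 kb the excess over the draws was 2.90 points for GFP-positive-only and 1.14 points for GFP-negative-only regions, and no draw reached either observed share. When libraries were left out, the excess of GFP-positive-only regions kept a p under 0.05 only without GFP-negative replicate 2 (1.09 points, permutation p = 0.008), and that of GFP-negative-only regions only without GFP-positive replicate 2 (0.637 points, permutation p = 0.004). Clustering of regulatory regions near genes of either population stays open as a hypothesis.

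The peaks of highest fold were largely the same places in every list, chosen here after their values were seen. Of the 10 strongest peaks of each list, 6 regions were common to all 4 lists. The region on chromosome 2 from 13838790 to 13839698 had folds of 739 and 2795 in GFP-positive replicates 1 and 2, and 3011 and 3261 in GFP-negative replicates 1 and 2. The smallest gap between neighbouring peaks was 52, 69, 63 and 42 bp in the same order of libraries.

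The count of GFP-negative-only regions here was 39772 with all peaks. That is higher than the value quoted from the study above. The measures differ, since presence of a peak was counted here and read density was tested there. With equal numbers of peaks the count here was 14019 at 190059 peaks per list, 5112 at 50000 and 1776 at 15833. The count thus follows the chosen list length, and its closeness to the study's value at 1 length says nothing about agreement. The regions were not matched with those of the study. The count of GFP-positive-only regions was 10906 with all peaks and 15373 with equal numbers.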
